A study of Mus musculus with 16 samples. Its data were reported in "Hepatocyte FBXW7-dependent activity of nutrient-sensing nuclear receptors controls systemic energy homeostasis and NASH progression in male mice" (2023).

How the data were processed

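Liver RNA was sequenced from 16 male mice of the C57BL/6N background. Mice with and without the nuclear receptor ERRα (gene Esrra) were fed chow or a high-fat diet (HFD), starting at 6 weeks of age and lasting 15 weeks, with 4 mice in each of the 4 groups. Knockout mice are called KO and control mice WT. The group of each library was taken from its sample title, which gives diet, genotype and replicate number. A separate treatment tag in the labels names another diet than the title for 8 of the 16 samples, because it follows the genotype. The titles match the column names of the deposited tables and the described design, and were used throughout.

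The authors extracted RNA with a column kit, prepared libraries with a NEBNext kit, read them as paired ends on a NovaSeq instrument, aligned them to the mouse genome build mm10 with STAR and counted reads per gene with STAR. The deposited counts are whole numbers per gene and library with no normalization, for 54532 genes. The deposited FPKM values were derived by the authors from each gene's length and count. In 4790 genes compared between the tables, FPKM divided by count was the product of a factor per gene and a factor per library, with a largest relative departure of 1.18e-09. The library factors were not the count totals: relative to them they ran from 0.961 to 1.05 of their mean. The release of the gene annotation, the use of strand and the read filters are not stated, so reads of overlapping genes, antisense genes and near-identical copies may have been split or dropped. Of the gene identifiers, 54495 were found in GENCODE release M21, which is on the same genome build, and 37 were not. Positions and exon lengths come from that release and are counted from 1, and the genes named are protein-coding genes in it. In the deposited tables, 27 gene names are written as dates, a change that spreadsheet programs make. None of these genes is named here.

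The total count per library lay between 23637843 and 27386218. A count of 0 in a library allows up to 3 counts, which is 0.109 to 0.131 CPM, the count scaled to a common library size as edgeR gives it. These limits cover counting error only, since copies of a molecule made by PCR were not told apart. CPM values use library sizes scaled by TMM.

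Differences between groups were tested on the deposited counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter (minimum count 10, minimum total count 15), robust dispersions and Benjamini-Hochberg adjustment. Each comparison of 2 groups was fitted to its own 8 libraries, as the study tested groups pairwise. The interaction of genotype and diet was fitted to all 16 libraries. A gene is called at an adjusted p under 0.05. Fold changes are given as log2 with a standard error (SE). The SE is the absolute log2 fold change divided by the square root of the F statistic of the test. It is therefore approximate, above all for genes with counts near 0 in a group. All tests are two-sided.

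Gene lists were compared with camera of limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation of 0.01, for 12 lists and 5 comparisons, adjusted over all 60 tests. The lists of NASH progression, inflammation and fibrogenesis, ER stress and apoptosis, and fat degradation genes are those the study measured by RT-qPCR. The lists of fatty acid metabolism genes under PPARα, fatty acid synthesis genes and autophagy genes hold genes the study names. The lists of cholesterol synthesis genes and of markers of scar-associated macrophages and hepatic stellate cells were written from general knowledge, and those of nuclear OXPHOS subunit genes and collagen genes from patterns of gene symbols. Of their genes, 33 belong to more than 1 list. The study may have chosen the genes of the first 7 lists with these libraries in view, so a call of such a list is not independent evidence. A library's score on a list is the mean log2 CPM of its genes. Lists of markers for adipose tissue, skeletal muscle, exocrine pancreas, kidney, blood cells, male and female mice, cholangiocytes, Kupffer cells, the clock and the background strain were also written before the data were examined. Lists of male-biased and female-biased liver genes and of clock genes by the time of their peak were written afterwards, from general knowledge.

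The genes named were fixed before the data were examined, as were the comparisons, the lists and the alternatives. The named genes are Esrra, its paralogs Esrrb and Esrrg, Fbxw7, Ppara and 8 genes of the study. The study names these 8 as bound differently by ERRα in livers without Fbxw7, and names some of them from these libraries too. Up to 3 genes with the largest rise and up to 3 with the largest fall per comparison were added, from the called protein-coding genes with a mean of at least 1 CPM and, in the comparisons of 2 groups, groups that did not overlap. Genes outside this rule are said to be chosen after their values were seen.

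The procedure was tested on simulated counts with 200 changed genes and a biological coefficient of variation of 0.15. It recovered 54% to 81% of the changed genes over the 5 comparisons, at least 86.7% of those changed 2-fold or more, and at most 5.26% of calls were false, in fits of 13581 to 13954 genes. At most 1 of 100 random lists per comparison had an unadjusted camera p under 0.05. The simulated genes varied independently of each other, so this cannot show how often lists of correlated genes are called.

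The alternatives were DESeq2 1.42.0, its size factors in edgeR, other filters on low counts, dispersions without the robust option, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, a fit of all 16 libraries, the replicate number as a block, a fold change threshold of 1.3, an unadjusted edgeR p under 0.05 with a fold change above 1.3, fry, an estimated correlation, a background of genes with a mean of at least 1 CPM and the removal of genes held by more than 1 list for the list tests, and leaving out each library in turn. The study used DESeq2 and does not say for these libraries whether its p was adjusted, so the unadjusted p is a reading of its criterion with another program. Splits of the libraries into other groups were fitted in the same way: each of the 35 splits of 8 libraries, and 100 drawn splits for the interaction. Sequence shared between genes is the share of a gene's 100-base stretches that a transcript of another gene also holds. Samples apart from their group were found with Dixon's ratio, with a critical value of 0.829 for 4 samples. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15 from the computed values. Protein, metabolite and histology data of the study, its other RNA data sets and its gene set enrichment were not used here.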

Results

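The libraries measure messenger RNA in livers of WT mice and of mice without ERRα, a nuclear receptor that acts on genes of energy metabolism, on chow and on HFD. There were 4 mice in each of the 4 groups. Total counts per library were 25534869 to 27386218 in chow WT, 23637843 to 25608585 in chow KO, 24901001 to 26580402 in HFD WT and 24048536 to 25932055 in HFD KO. Of 54532 genes listed, 27862 had no read in any library. The 10 most abundant genes took 14.6% to 18.0% of the counts of a library, and mitochondrial genes took 3.19% to 4.14%.

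Esrra (ENSMUSG00000024955, chromosome 19, 6910977 to 6921813 on build mm10, minus strand) was the targeted gene. Its level was 38.2 ± 5.63 CPM (SD, n = 4) in chow WT and 33.9 ± 4.4 CPM (SD, n = 4) in HFD WT. In KO it was 1.26 ± 0.635 CPM (SD, n = 4) on chow and 1.26 ± 0.922 CPM (SD, n = 4) on HFD. The 8 WT libraries lay between 30.8 and 43.0 CPM and the 8 KO libraries between 0.360 and 2.16 CPM, with 9 to 52 counts. The KO mean was 3.49% of the WT mean. The log2 fold change of KO against WT was -4.93 (SE 0.284, adjusted p 6.65e-05) on chow and -4.76 (SE 0.436, adjusted p 0.000639) on HFD. Genotype labels and Esrra levels matched in each of the 16 libraries.

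The first principal component of log2(CPM + 1) over 12025 genes with a mean of at least 1 CPM held 36.4% of the variance and the second 11.8%. On the first, the HFD WT libraries lay at 27.8 or above, the HFD KO libraries between -0.708 and 1.31, and the chow libraries of both genotypes between -28.8 and -6.97. The HFD KO libraries lay between -24.1 and -10.7 on the second, below the other 12.

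**Figure D1:**
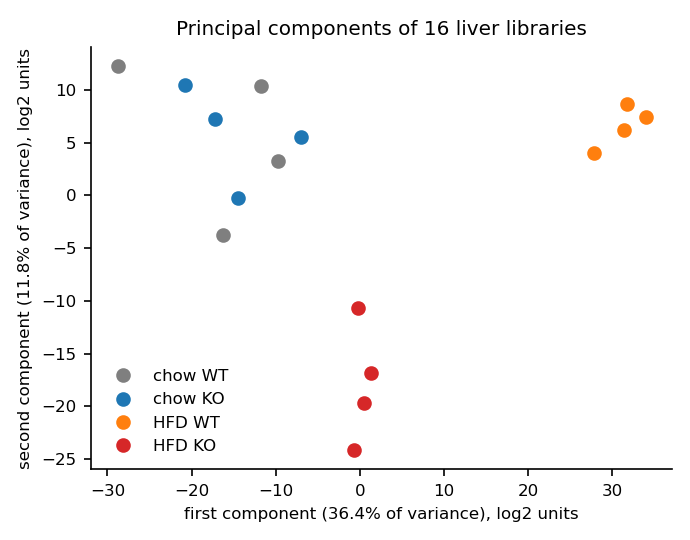
The first 2 principal components of the 16 libraries, in log2 units, with each point a library coloured by group. The HFD WT libraries lie at 27.8 or above on the first component and the HFD KO libraries at -10.7 or below on the second, while chow WT and chow KO overlap.

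The comparison of KO with WT on chow asks what the receptor changes without a dietary load. Of 13454 genes tested, 150 were called, 68 higher and 82 lower in KO. The unadjusted p was under 0.05 for 1714 genes. The count moved most under an unadjusted p under 0.05 with a fold change above 1.3, which gave 910 genes, and DESeq2 called 446. It also depended on single libraries, with 54 genes called without chow WT replicate 2 and 244 without chow WT replicate 1. The largest rises among the genes eligible for naming were in Zfp979, Sult5a1 and Tox2. Sult5a1 (ENSMUSG00000000739, chromosome 8, 123140192 to 123158315) rose from 4.71 ± 1.76 to 31.2 ± 4.32 CPM (SD, n = 4 each), a log2 fold change of 2.74 (SE 0.239, adjusted p 0.000782). Zfp979 (ENSMUSG00000066000, chromosome 4), which shares 21.5% of its sequence with other genes, changed by 2.74 (SE 0.379, adjusted p 0.00539), and Tox2 (ENSMUSG00000074607, chromosome 2) by 2.60 (SE 0.509, adjusted p 0.0394). Tox2 was no longer called in 7 of the 8 fits that left out a library. After Esrra, the largest falls were in Cdh1 and Usp2. Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) fell from 37.0 ± 14.4 to 4.26 ± 1.28 CPM (SD, n = 4 each), a log2 fold change of -3.11 (SE 0.360, adjusted p 0.00944), a call that was lost without chow KO replicate 4. Usp2 (ENSMUSG00000032010, chromosome 9) changed by -2.07 (SE 0.412, adjusted p 0.0397), and its call was lost in 6 of the 8 fits without a library and in the fit of all 16 libraries.

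On HFD the same comparison asks what the receptor changes under a dietary load. Of 13645 genes tested, 2008 were called, 929 higher and 1079 lower in KO. With a fold change above 1.3 as a further condition, 1298 remained. Hsd3b5 (ENSMUSG00000038092, chromosome 3, 98618634 to 98630252) stood at 122 ± 24.5 CPM in HFD KO and 0.917 ± 1.07 CPM in HFD WT (SD, n = 4 each), a log2 fold change of 7.08 (SE 0.588, adjusted p 0.000676). Serpina1e (ENSMUSG00000072849, chromosome 12) changed by 4.88 (SE 0.504, adjusted p 0.00168) and Adgrf1 (ENSMUSG00000041293, chromosome 17) by 4.42 (SE 0.601, adjusted p 0.000522). Hsd3b5 shares 7.79% and Serpina1e 14.4% of its sequence with other genes, so their counts are uncertain to that extent. Sprr1a (ENSMUSG00000050359, chromosome 3) had 2.85 ± 1.20 CPM in HFD WT and no count in the 4 HFD KO libraries, so it was at least 23.7-fold lower. A4gnt (ENSMUSG00000037953, chromosome 9) had 2.53 ± 0.432 CPM in HFD WT and none in HFD KO, so it was at least 21.1-fold lower. Cidea (ENSMUSG00000024526, chromosome 18, 67343604 to 67367785) stood at 28.7 ± 10.5 CPM in HFD WT and 0.374 ± 0.283 CPM in HFD KO (SD, n = 4 each), a log2 fold change of -6.22 (SE 0.536, adjusted p 0.000459).

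The response of WT mice to HFD was the largest by count. Of 13660 genes tested, 2573 were called, 1343 higher and 1230 lower on HFD. Leaving out a library moved the count to between 1766 and 2819. Cyp2b13 (ENSMUSG00000040583, chromosome 7) rose from at most 0.0386 CPM, which is at the limit of detection, to 16.3 ± 6.82 CPM (SD, n = 4), so it was at least 143-fold higher. Cidea rose by 8.04 (SE 0.514, adjusted p 4.17e-05) on the log2 scale and Cyp2b9 (ENSMUSG00000040660, chromosome 7) by 7.04 (SE 0.649, adjusted p 0.000958). Cidea averaged 0.103 CPM in chow WT, with at most 7 counts in a library, so the size of its rise is uncertain. Cyp2b13 shares 9.29% and Cyp2b9 1.18% of its sequence with other genes. Hsd3b5 fell from 374 ± 128 CPM (SD, n = 4) with a log2 fold change of -8.70 (SE 0.730, adjusted p 0.000658), and Adgrf1 changed by -6.98 (SE 0.953, adjusted p 0.00382). Tff3 (ENSMUSG00000024029, chromosome 17) was at or under the limit of detection in HFD WT and at least 42.9-fold lower than the mean on chow. That mean leans on chow WT replicate 3, at 11.8 CPM, with the other chow WT libraries at 1.33 to 3.96 CPM.

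In KO mice, 568 of 13478 genes tested were called between HFD and chow, 282 higher and 286 lower on HFD. DESeq2 called 971 genes, limma on log2(FPKM + 1) called 305, and the fit without HFD KO replicate 2 called 277. Cyp2b13 was again among the largest rises, at least 23.3-fold by the means, from at most 0.0396 CPM to 2.85 ± 3.08 CPM (SD, n = 4), and its call was lost in 5 of the 8 fits without a library. The HFD KO mean leans on replicate 3, at 7.09 CPM, with the other HFD KO libraries at 0.5 to 3.18 CPM. Noct (ENSMUSG00000023087, chromosome 3), which shares 26.2% of its sequence with other genes, rose by 3.18 (SE 0.369, adjusted p 0.00569), and Usp2 by 3.14 (SE 0.475, adjusted p 0.0087). Both rises start from chow KO, the group with the lowest mean. Noct averaged 4.26 CPM there and 19.3 CPM in chow WT, a difference that was not called (adjusted p 0.123). Usp2 averaged 1.1 CPM in chow KO and 4.68 CPM in chow WT. Pnpla3 (ENSMUSG00000041653, chromosome 15) changed by -6.27 (SE 0.629, adjusted p 0.00135) and Nat8f7 (ENSMUSG00000089694, chromosome 6) by -4.79 (SE 0.725, adjusted p 0.00534). Pnpla3 averaged 0.108 CPM and Nat8f7 0.112 CPM in HFD KO, near the limit of detection, so the sizes of their falls are uncertain. Pnpla5 (ENSMUSG00000018868, chromosome 15) was at least 33.1-fold lower. Nat8f7 shares 68.3% of its sequence with other genes, and its level is uncertain.

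**Figure D2:**
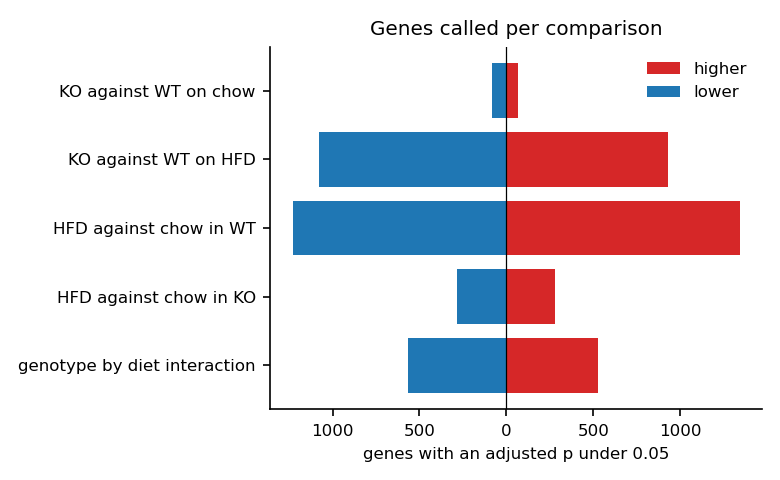
Bars show the number of genes with an adjusted p under 0.05 in each comparison, higher to the right and lower to the left. The counts run from 150 for KO against WT on chow to 2573 for HFD against chow in WT.

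Whether the diet acted differently in the 2 genotypes was tested by the interaction. Of 14335 genes tested, 1094 were called, 526 with a positive and 568 with a negative term. Between 733 and 1382 genes were called when a library was left out, and an unadjusted p under 0.05 with a fold change above 1.3 gave 2262. The positive terms named by the rule were Hsd3b5 at 7.47 (SE 0.657, adjusted p 8.52e-05), Tff3 at 6.06 (SE 1.57, adjusted p 0.0317) and Adgrf1 at 5.27 (SE 0.995, adjusted p 0.00803). Tff3 was at or under the limit of detection in HFD WT, so the size of its term depends on the prior count, and its call was lost in 5 of the 16 fits without a library. The negative terms were Cidea at -9.29 (SE 1.06, adjusted p 0.000315), Gprc5b (ENSMUSG00000008734, chromosome 7) at -6.78 (SE 0.944, adjusted p 0.00119) and Cyp2a4 (ENSMUSG00000074254, chromosome 7) at -5.98 (SE 0.737, adjusted p 0.000239). Gprc5b shares 10.7% and Cyp2a4 11.2% of its sequence with other genes. Of the 2573 genes called in the WT diet response, 835 also had a called interaction of the opposite sign and 1 of the same sign. Of the 568 genes called in the KO diet response, 144 had a called interaction along the KO direction and 19 against it.

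Across 13241 genes, the log2 fold changes of HFD against chow in WT and in KO had a Spearman's rho of 0.216 and a Pearson's r of 0.343. These values are across genes, which are not independent replicates. Over the 2523 of these genes called in WT, the median change in the direction of WT was 0.53 in WT and 0.09 in KO. Over the 564 called in KO, the median change in the direction of KO was 0.58 in KO and 0.28 in WT. Both genotypes called 243 genes, where 107.5 would overlap by chance, and 210 of the 243 went the same way. The genotype effects on chow and on HFD had a rho of -0.0332 across 13207 genes. Of 149 genes called on chow, 70 were also called on HFD, 58 in the same direction, where 22.1 would overlap by chance.

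**Figure D3:**
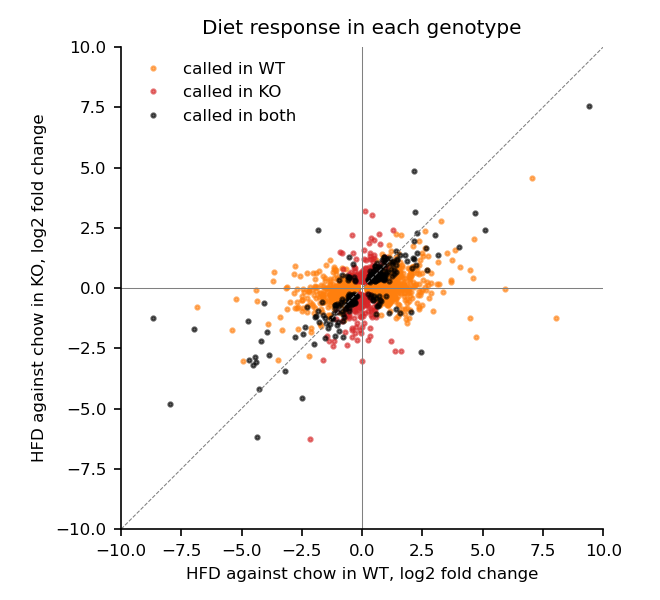
Each point is a gene called in at least 1 genotype, with its log2 fold change of HFD against chow in WT on the horizontal axis and in KO on the vertical axis, and the dashed line marks equal changes. Across all 13241 genes Spearman's rho was 0.216, and the points called in WT spread along the horizontal axis.

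The study names 8 genes as bound differently by ERRα in livers without Fbxw7. From these libraries, its text names Apoa4, Il1rn and Col1a1, whose rise on HFD it reports as largely prevented without ERRα. Apoa4 (ENSMUSG00000032080, chromosome 9, 46240696 to 46243459) stood at 130 ± 61.2 CPM in chow WT, 495 ± 120 CPM in HFD WT, 102 ± 41.9 CPM in chow KO and 43.3 ± 3.19 CPM in HFD KO (SD, n = 4 each). It rose on HFD in WT by 1.94 (SE 0.371, adjusted p 0.0142), changed by -1.23 in KO (SE 0.290, adjusted p 0.0707), and its interaction was -3.17 (SE 0.490, adjusted p 0.0028). Its change in KO was called by DESeq2, with the replicate block, without chow KO replicate 1 and without chow KO replicate 2. Another gene model covers 69.8% of its exon bases, so its level is uncertain. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) rose in WT by 1.87 (SE 0.403, adjusted p 0.0179) and changed by -0.44 in KO (SE 0.306, adjusted p 0.517), with an interaction of -2.31 (SE 0.548, adjusted p 0.0219). The call of its rise in WT was lost without chow WT replicate 2. Il1rn (ENSMUSG00000026981, chromosome 2) rose in WT by 1.25 (SE 0.364, adjusted p 0.0312) and by 0.69 in KO (SE 0.311, adjusted p 0.263). The call in WT was lost in 5 of the 8 fits without a library. Its interaction of -0.56 (SE 0.50, adjusted p 0.565) was not called, so a different response of Il1rn in the 2 genotypes was not shown. On HFD, KO was below WT by -3.52 for Apoa4 (adjusted p 1.07e-05), -2.55 for Col1a1 (adjusted p 0.00877) and -0.79 for Il1rn (adjusted p 0.0332). The call of Il1rn was lost in 4 of the 8 fits without a library and in the fit of all 16 libraries, with the replicate block and with limma on log2(FPKM + 1).

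Cpt1a rose on HFD in both genotypes, by 0.66 in WT (adjusted p 0.0102) and 0.58 in KO (adjusted p 0.00359). Between genotypes on HFD it was lower in KO, at -0.24 (SE 0.062, adjusted p 0.0155). Its interaction of -0.08 was not called (adjusted p 0.842). Bnip3 was called in KO, at 0.44 (adjusted p 0.0293), and not in WT, at 0.18 (adjusted p 0.371), with an interaction of 0.26 (adjusted p 0.456), and its call in KO was lost in 6 of the 8 fits without a library. Bnip3 shares 24.6% of its sequence with other genes. Atg7 changed by 0.22 in both genotypes without being called (adjusted p 0.0537 and 0.173), although it was called in WT without chow WT replicate 3. Fermt1, at 1.43 in WT and 0.82 in KO, was not called either (adjusted p 0.143 and 0.458). Epb41l4a was too low to be tested, with group means of 0.151 to 0.319 CPM.

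**Figure D4:**
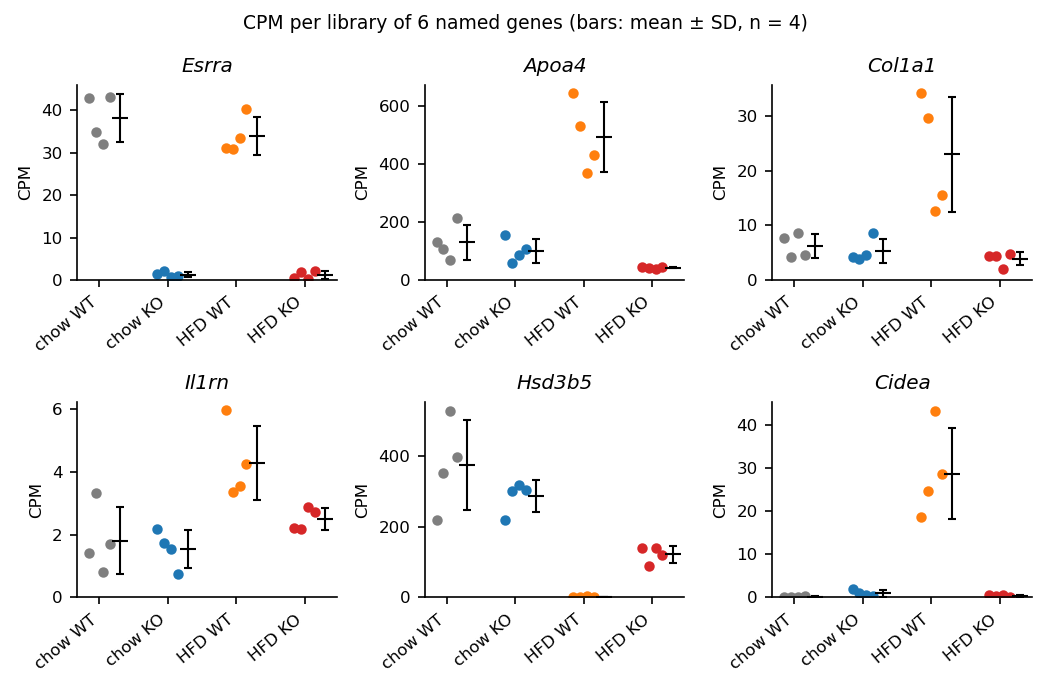
CPM per library for 6 genes in the 4 groups, with points for libraries and bars for the mean ± SD (n = 4). Esrra is at 2.16 CPM or below in the KO libraries, and Apoa4, Col1a1 and Cidea are highest in HFD WT.

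Fbxw7 (ENSMUSG00000028086, chromosome 3, 84815268 to 84979198) encodes the ubiquitin ligase at the centre of the study. Its difference between KO and WT was within the spread of the replicates, at 0.11 on chow (SE 0.180, adjusted p 0.842) and 0.09 on HFD (SE 0.119, adjusted p 0.672). Its mean levels in the 4 groups lay between 11.5 and 12.4 CPM. The study reports that loss of ERRα raised Fbxw7 mRNA and protein in liver, in mice whose diet is not stated. A rise in mRNA was not shown in these libraries, and protein was not examined here. Ppara (ENSMUSG00000022383, chromosome 15) was lower in KO on HFD, at -0.40 (SE 0.0765, adjusted p 0.00242), a call that was lost in the fit of all 16 libraries. It did not differ on chow, at 0.05 (SE 0.240, adjusted p 0.95), and its interaction of -0.46 was not called (adjusted p 0.358). The study states that ERRα represses Ppara, from livers and cells lacking Fbxw7, whereas here Ppara was not called higher in KO on either diet. Esrrg was at 0.91 in KO on chow without being called by edgeR (SE 0.235, adjusted p 0.107), whereas DESeq2 called it, and at 0.17 on HFD (SE 0.236, adjusted p 0.707). Esrrb was at -0.17 on chow (SE 0.427, adjusted p 0.9) and -1.38 on HFD (SE 0.434, adjusted p 0.0441). The call on HFD was lost in 7 of the 8 fits without a library, and the interaction of -1.21 was not called (adjusted p 0.279).

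Of the 60 tests of lists, 41 had an adjusted p under 0.05 in camera with the preset correlation: 4 for KO against WT on chow, 11 for the same comparison on HFD, 9 for the diet in WT, 8 for the diet in KO and 9 for the interaction. The rotation test fry called 27, of which 26 were among the 41 with the same direction, and camera with a correlation estimated from the data called 0, although 41 were called with the preset value. Splits of the libraries into other groups called as many lists as the real groups in each of the 5 comparisons: the share was 15 of 35 for KO against WT on chow, 2 of 35 on HFD, 4 of 35 and 2 of 35 for the diet in WT and in KO, and 8 of 100 for the interaction, with the real split counted. In the comparisons of 2 groups, the library scores of the groups did not overlap for 16 of the 32 calls. The exact permutation p of each such list was 0.0286, the smallest that 4 libraries against 4 allow, and 0.0808 adjusted over 48 tests. This count of scores was chosen after seeing the data.

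On chow, the nuclear OXPHOS subunit genes were the list that fry also called. Their median log2 fold change in KO was -0.41 over 77 genes (camera adjusted p 5.5e-47, fry adjusted p 0.00357), 1 of them was higher, and 37 were called lower over all genes tested and 68 when adjusted over the list alone. The mean score was 6.60 ± 0.0365 in chow WT and 6.17 ± 0.129 in chow KO (SD, n = 4 each). On HFD the median was -0.22 (fry adjusted p 0.0269), with 32 genes called and 44 adjusted over the list alone. Cholesterol synthesis genes were higher in KO, with a median of 0.79 on chow, where 21 of 21 genes were higher, 0 were called and 5 were called adjusted over the list alone, and fry gave an adjusted p of 0.0744. On HFD their median was 0.86 (fry adjusted p 0.0207), with 16 genes called, 14 of them higher. Fat degradation genes, at 0.23, and fatty acid metabolism genes under PPARα, at 0.13, were called by camera on chow and not by fry (adjusted p 0.413 and 0.472). The camera call of the first was lost without chow WT replicate 3, and that of the second without chow WT replicate 3, chow KO replicate 1 or chow KO replicate 2. The other 8 lists were called by neither test on chow, with medians from -0.18 to 0.33.

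On HFD, KO lay below WT in the lists of inflammation and disease. The medians were -0.76 for collagen genes (13 of 25 called, 21 adjusted over the list alone), -0.84 for scar-associated macrophage markers (6 of 10, and 6 adjusted over the list alone), -0.44 for hepatic stellate cell markers (5 of 14, and 5), -0.49 for NASH progression genes (4 of 12, and 5), -0.69 for inflammation and fibrogenesis genes (3 of 6, and 3) and -0.52 for ER stress and apoptosis genes (3 of 6, and 3). The fry adjusted p of these 6 lists lay between 0.00896 and 0.0414. The scores did not overlap between the groups for 4 of the 6, the exceptions being NASH progression genes and inflammation and fibrogenesis genes. The call of inflammation and fibrogenesis genes was lost without HFD KO replicate 2 and without HFD KO replicate 3. Fatty acid synthesis genes had a median of -1.21 (5 of 6 called, 5 adjusted over the list alone, fry adjusted p 0.00315) and fatty acid metabolism genes under PPARα of -0.19 (58 of 129 called, 50 of them lower, 71 adjusted over the list alone, fry adjusted p 0.00863). Fat degradation genes, at -0.13, were called by camera only (fry adjusted p 0.0718), and autophagy genes, at -0.03, by neither test (adjusted p 0.399 and 0.0657).

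In WT, HFD raised the medians of fat degradation genes to 0.58 (18 of 31 genes called, 21 adjusted over the list alone), of fatty acid metabolism genes under PPARα to 0.34 (60 of 129, 56 of them higher, and 73), of scar-associated macrophage markers to 0.86 (6 of 10, 4 of them higher, and 10), of ER stress and apoptosis genes to 0.51 (3 of 6, and 3) and of NASH progression genes to 0.41 (3 of 12, and 3), each called by fry too. The call of NASH progression genes was lost without HFD WT replicate 1. OXPHOS genes changed by -0.11 (15 of 77 called, 15 adjusted over the list alone, fry adjusted p 0.0414). Inflammation and fibrogenesis genes, at 0.58, were called by fry (adjusted p 0.0349) and not by camera (adjusted p 0.106), and cholesterol synthesis genes, at -0.27, by camera and not by fry (adjusted p 0.447). Fatty acid synthesis genes, at -0.01, and autophagy genes, at 0.12, were called by neither. Collagen genes had a median of 0.76 (14 of 27 called, 12 of them higher, 17 adjusted over the list alone) and stellate cell markers of 0.32 (7 of 14, and 7). Camera called both, but the fry adjusted p was 0.0587 and 0.053, and the collagen scores of the 2 groups overlapped (exact permutation p 0.114). In KO, the list with the largest change on HFD was fatty acid synthesis, with a median of -1.50 (6 of 6 genes called, fry adjusted p 0.00238). Autophagy genes changed by 0.08 (fry adjusted p 0.0225), whose camera call was lost without chow KO replicate 3, and scar-associated macrophage markers by -0.17 (fry adjusted p 0.0381), whose camera call was lost without HFD KO replicate 3. Camera alone called collagen genes, at -0.11, cholesterol synthesis genes, at -0.22, fat degradation genes, at 0.14, fatty acid metabolism genes under PPARα, at 0.10, and OXPHOS genes, at 0.08. The lists of NASH progression, inflammation and fibrogenesis, ER stress and apoptosis, and stellate cells were called by neither, with medians from -0.15 to 0.01. The interaction was negative and called by both tests for 6 lists: ER stress and apoptosis genes, fatty acid metabolism genes under PPARα, fatty acid synthesis genes, scar-associated macrophage markers, stellate cell markers and collagen genes, with fry adjusted p from 0.00357 to 0.0245. Camera alone called a negative interaction for NASH progression genes, at -0.47, and fat degradation genes, at -0.37, and a positive one for OXPHOS genes, at 0.19. The NASH progression call was lost in 13 of the 16 fits without a library. Inflammation and fibrogenesis genes, at -0.53, autophagy genes, at -0.01, and cholesterol synthesis genes, at 0.07, were called by neither.

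**Figure D5:**
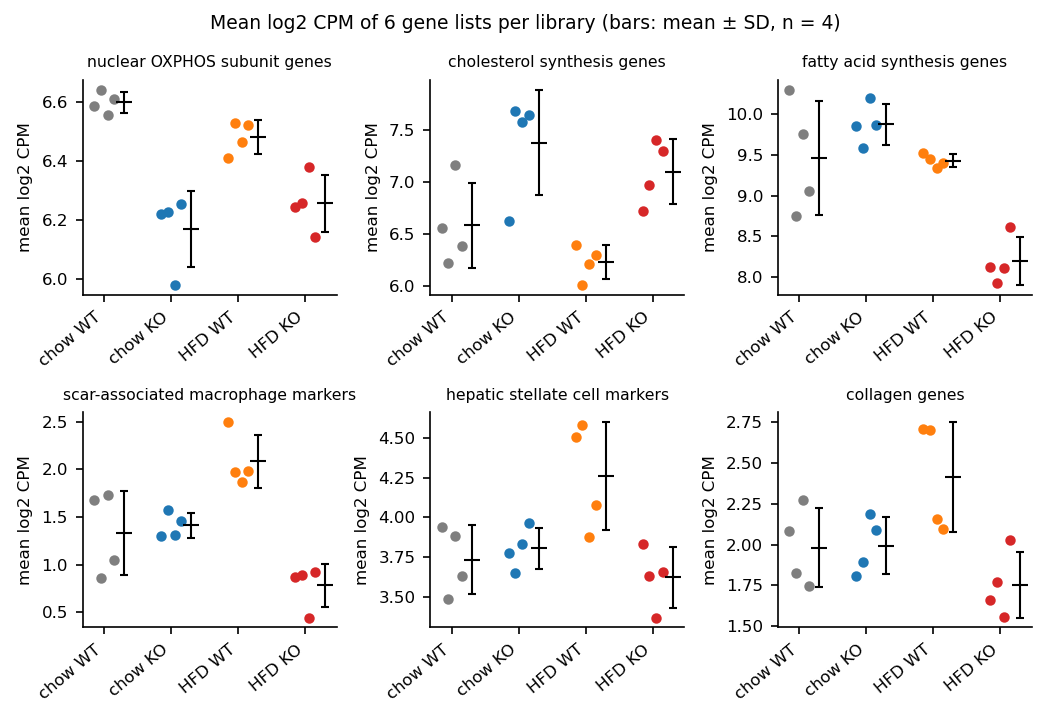
Mean log2 CPM of the genes of 6 lists per library, with points for libraries and bars for the mean ± SD (n = 4). The OXPHOS scores of chow KO lie below those of chow WT, and the fatty acid synthesis scores of HFD KO lie below those of the other 3 groups.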

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

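The tests of other splits, of library depth and of GC content with gene length were set down before their results were seen. The tests of separate WT libraries, of muscle tissue and of cell shares were chosen only after the result was seen.

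A difference between genotypes in the response to the diet was called for 1094 genes. None of 99 other splits of the libraries, with genotype exchanged within each diet, called as many, so the real split was 1 of 100. Such an exchange also breaks up the difference between genotypes on each diet and mixes HFD WT with HFD KO libraries. It therefore tests for any effect of genotype and cannot single out an interaction. Of the genes called in the WT diet response, 835 had an interaction of the opposite sign. The WT libraries enter both tests, which alone can link them. A simulation with a single diet response, set down earlier, could not test this link, because an adjusted interaction is then hardly ever called. With the WT response taken from 2 libraries per diet and the interaction from the other 2 and the KO libraries, in each of 36 splits, from 74.9% to 94.2% of the genes called in WT had an interaction of the opposite sign. Shared libraries alone would leave 50%, so this argues against them as the whole source. Equal depth and the removal of trends on GC content and gene length left the counts of the underlying comparisons within 1.5 times: KO against WT on chow gave 143 and 144 genes, on HFD 2006 and 2115, the diet in WT 2534 and 2622, and the diet in KO 545 and 602. A GC or length value was at hand for at least 99.9% of the tested genes. A dependence of the diet response on ERRα remains a hypothesis, since the mice of a group shared genotype, diet and possibly housing, litter and collection, which the labels do not give.

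Among the genes named by rule or by the study, the interaction was 7.47 for Hsd3b5, 6.06 for Tff3, 5.27 for Adgrf1, -9.29 for Cidea, -6.78 for Gprc5b, -5.98 for Cyp2a4, -3.17 for Apoa4 and -2.31 for Col1a1 on the log2 scale. The levels of the first 6 were below 1 CPM on average in at least 1 of the groups, so that the sizes of their terms depend on the prior count. Reads shared with paralogs were not tested for these genes in turn, but Apoa4 shares 51.05% of its sequence with another gene model, Cyp2a4 11.2%, Gprc5b 10.7% and Hsd3b5 7.79%, so that their terms are uncertain.

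The lists with a called interaction were fatty acid synthesis genes at -1.42, scar-associated macrophage markers at -0.8, collagen genes at -0.77, NASH progression genes at -0.47, ER stress and apoptosis genes at -0.46, hepatic stellate cell markers at -0.45, fat degradation genes at -0.37, fatty acid metabolism genes under PPARα at -0.22 and nuclear OXPHOS subunit genes at 0.19. As many as 9 lists were called in 8 of the 100 splits, so a set of 9 calls can arise from grouping by chance. The lists of NASH progression, fat degradation and OXPHOS genes were not called by fry, and the call of NASH progression genes was also lost in 13 of the 16 fits without a library. The direction of the other 6 held in both tests. A larger or smaller share of hepatocytes is a candidate explanation for the lists of other cell types. On HFD, the collagen score minus the Kupffer cell score differed by -0.51 between KO and WT (exact permutation p 0.0286, the smallest possible), which a shift of the hepatocyte share alone does not give. For the rise of collagen genes in WT on HFD the same test gave an exact permutation p of 0.114. The Kupffer cell score includes Marco, which averaged 23.7 CPM in chow WT and 6.67 CPM in HFD WT. Timd4 also fell, while Clec4f, Cd5l and Vsig4 rose, so the score is a weak reference there. A lower share of hepatocytes and a change in collagen expression therefore cannot be told apart in that comparison. The overlap of scores between mice keeps it open.

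Samples far from the others of their group were found 13 times among 155 groups of 4, where 7.75 are due by chance. Total count, TMM factor, mitochondrial share and the share of the 10 highest genes gave none of them. Col1a1 stood at 8.6 CPM in chow KO replicate 4, against 3.87 to 4.53 in the other 3, and at 2.08 CPM in HFD KO replicate 3, against 4.44 to 4.75. The NASH progression score was 0.148 in chow KO replicate 2, against 1.04 to 1.17. The cholesterol synthesis score was 6.62 in chow KO replicate 1, against 7.58 to 7.68. The OXPHOS score was 5.98 in chow KO replicate 3, against 6.22 to 6.26, and without this library the fit of KO against WT on chow called 58 genes. This drop was not particular to it, since 57 were called without chow KO replicate 4 and 54 without chow WT replicate 2. The scar-associated macrophage score was 0.445 in HFD KO replicate 3, against 0.869 to 0.926, and without this library the change of these markers in KO on HFD was no longer called. The blood cell genes summed to 240 CPM in chow KO replicate 3, against 184 to 192. Beyond those library measures, no technical source was tested for these 7, and no biological explanation was tested, since the design gives none for a single mouse.

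Skeletal muscle genes summed to 30.4 CPM in chow WT replicate 1, against 0.594 to 1.84 in the other chow WT libraries. Acta1 had 12.8 CPM there, Myh4 6.44 and Tnnt3 5.76, and at most 0.36 CPM in the other 15 libraries. Of the 6 genes in the list, 5 were highest in this library, Mylpf being the exception. Muscle tissue carried along with this liver sample is a candidate source. Without this library, the fit of KO against WT on chow called 244 genes in place of 150. Exocrine pancreas genes summed to 7.25 CPM in chow WT replicate 2, against 0.371 to 1.47, and to 7.33 CPM in HFD KO replicate 2, against 0.166 to 1.3. Kidney genes summed to 0.227 CPM in chow WT replicate 1, 0.174 CPM in chow KO replicate 2 and 0.0794 CPM in HFD WT replicate 2. The kidney sums were 0 in the other libraries of these groups, where a few reads suffice to set a sample apart.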

How the results depend on the processing

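None of the alternatives was chosen after seeing the data. The fold change of Esrra kept its direction and its call in 26 of 26 alternatives, from -5.27 to -4.46 across the fits that each left out 1 library. The rank correlation of the diet response between genotypes, 0.216, lay between 0.198 and 0.227 in the alternatives that kept all libraries and between 0.177 and 0.234 with a library left out. Other scaling moved the median of the genes by at most 0.0026 on the log2 scale.

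For KO against WT on chow, the 150 called genes became 310 without a filter on low counts, 446 with DESeq2, 72 with limma on log2(FPKM + 1), 81 on log2(FPKM + 0.1), 365 in the fit of all 16 libraries and 910 under an unadjusted p under 0.05 with a fold change above 1.3, and from 54 to 244 across the fits that each left out 1 library. The number of genes shared with the 150 was 143 without the filter, 148 with DESeq2 and 141 in the fit of all 16. For HFD against chow in KO, the 568 genes became 955 without the filter, 971 with DESeq2, 305 and 327 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 1277 under the unadjusted p with that fold change, and from 277 to 659 with a library left out. A fold change above 1.3 in addition gave 1298 genes for KO against WT on HFD, and the unadjusted p with that fold change 2262 for the interaction. With a library left out, the other counts ran from 1513 to 2412 for KO against WT on HFD, from 1766 to 2819 for the diet in WT and from 733 to 1382 for the interaction. The cause of these changes was not tested, except that the unadjusted p omits the adjustment and that leaving out a library leaves fewer samples. Another 41 counts stayed within 1.5 times in the other alternatives.

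The number of list calls, 41, became 27 with fry and 0 with an estimated correlation, and lay between 34 and 41 with a library left out. It was 32 with the genes of more than 1 list removed and 37 on a background of genes with a mean of at least 1 CPM. Fry and camera with either correlation differ in the correlation between genes that they allow for, but whether this moved the count was not tested. Single list calls were lost in 69 of 246 alternatives and in 41 of 656 fits without a library, and none changed direction in camera.

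Among the named genes, 266 of 288 alternatives left the direction and the call as they were, 19 lost a call and 3 gained one. Of 576 fits without a library, 47 lost a call and 3 gained one. Direction changed in 6, for differences that were not called: Esrrb on chow became 0.12 without chow WT replicate 1 and 0.03 without chow WT replicate 2, Fbxw7 on chow -0.0037 without chow WT replicate 3, Ppara on chow -0.11 without chow WT replicate 3 and -0.11 without chow KO replicate 2, and Esrrg on HFD -0.15 without HFD KO replicate 3. Across the 8 fits that each left out 1 library, these 4 differences ran from -0.42 to 0.12, from -0.0037 to 0.22, from -0.11 to 0.17 and from -0.15 to 0.34. The cause was not tested.

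Replicate numbers did not pair the libraries: deviations of same-numbered libraries from their group means had correlations from -0.126 to 0.238 over 12025 genes, above 0.1 in 4 of 24 pairs. With the replicate number as a block, 167 genes were called for KO against WT on chow, 1815 for the same on HFD, 2173 for the diet in WT, 444 for the diet in KO and 1073 for the interaction, with 42 list calls.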

Other observations

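The tests of genes within 20 Mb of Esrra and of other splits were set down before their results were seen, and the others in this part were chosen only after the result was seen.

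The real groups gave more called genes than each other split of the same 8 libraries: it was 1 of 35 splits for KO against WT on chow, on HFD, for the diet in WT and for the diet in KO. The next largest numbers were 12, 1, 0 and 1. For the number of called lists, 15 of 35 splits gave as many as the real groups for KO against WT on chow, 2 of 35 on HFD, 4 of 35 for the diet in WT and 2 of 35 for the diet in KO. A list call from camera with the preset correlation therefore says little alone.

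The treatment tags of the labels put the diet with the genotype. If the tags were right, the WT libraries of both titled diets would have been on one diet. The titled split of the 8 WT libraries was 1 of 35 in the number of called genes, with 2573 against a next largest of 0, which argues for the titles.

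KO against WT gave 2008 genes on HFD and 150 on chow. Libraries within a group varied more in chow WT (biological coefficient of variation 19.1%) than in HFD WT (11.8%), chow KO (15.3%) and HFD KO (16.4%). With the standard errors of the chow fit, the fold changes on HFD still gave 1011 genes, and with the standard errors of the HFD fit, those on chow gave 740. A wider spread on chow may account for part of the difference, but not for all of it. Genes above or below all the other 12 libraries in each of the 4 libraries of a group numbered 1105 for HFD WT, 173 for chow WT, 140 for chow KO and 114 for HFD KO, of 12025, where 13.2 are due by chance.

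A KO strain can carry variants of its donor strain around the targeted gene. Within 20 Mb of Esrra, 1.16% of 259 tested genes were called on chow against 1.11% elsewhere (Fisher's exact p 0.765), and 17.4% of 265 on HFD against 14.7% elsewhere (Fisher's exact p 0.22). Within 1 Mb the shares were 3.64% of 55 against 1.10% on chow (Fisher's exact p 0.124) and 18.5% of 54 against 14.7% on HFD (Fisher's exact p 0.439). The shares near the gene were thus higher, but not beyond chance, and linked variants may have changed single genes there. As 146 of the called genes on chow and 1961 on HFD lay outside the 20 Mb, an effect of such variants on nearby genes is not the whole cause. Nnt, which some substrains of C57BL/6 lack in part, had 0.166 to 2.04 CPM over its 2 gene models. Another model covers 47.4% of the exon bases of the longer one, so reads there may have been dropped as ambiguous. Reads that lie wholly on the other exon bases would still be counted, and Nnt reached at most 2.04 CPM. This argues against dropped reads as the whole cause of the low counts. The share of dropped reads was not measured, and the count method keeps it open. The list of strain genes had 0 calls among 3 tested genes in the 5 comparisons.

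Clock genes differed between KO and WT on chow. Of 5 genes that peak around dawn, 5 were higher in KO, with a median log2 fold change of 1.37 (fry adjusted p 0.00166, 2 genes called). Arntl, for example, stood at 28.4 ± 8.57 CPM in chow KO and 8.25 ± 3.14 CPM in chow WT (SD, n = 4 each). Of 10 genes that peak in the day and evening, 10 were lower, with a median of -0.93 (fry adjusted p 0.0678, 0 genes called). These groups of genes were formed after the values were seen. The earlier list of 17 clock genes had 2 calls and a median of -0.48, with 6 genes higher and 11 lower. On HFD, in other mice, KO differed from WT in the same direction but not past the threshold, with 4 of 5 dawn genes higher (median 0.49, fry adjusted p 0.149) and 9 of 10 day and evening genes lower (median -0.49, fry adjusted p 0.147). The score of dawn genes minus the score of day and evening genes was -1.01 ± 0.64 in chow WT, 1.73 ± 1.08 in chow KO, -1.68 ± 0.35 in HFD WT and -0.54 ± 1.19 in HFD KO (log2, SD, n = 4 each), where HFD KO replicate 4 lay below the HFD WT libraries. Collection of the chow KO mice at another time of day, and a clock shifted by the loss of ERRα, cannot be told apart, because the study states only a short window of collection early in the light phase and the labels give no times for single mice. The same chow KO libraries enter the diet response in KO. There, 5 of 5 dawn genes were lower on HFD (median -0.80, fry adjusted p 0.0347). Of the day and evening genes, 8 of 10 were higher (median 0.91, fry adjusted p 0.0461). Neither group passed in WT (fry adjusted p 0.492 and 0.0678) or in the interaction (fry adjusted p 0.0511 and 0.31). Single genes moved in WT too. Of the day and evening genes, 9 of 10 were higher on HFD in WT, with 4 called, against 2 called in KO. Of the dawn genes, 4 of 5 were lower in WT, with 1 called lower and 1 called higher. A shift of clock genes on HFD was therefore not shown to be particular to KO. As the chow KO libraries enter both, the doubt about the chow KO mice extends to the diet response in KO and to the interaction. With the difference of the 2 scores as a covariate in the fit of all 16 libraries, the genes called in KO on chow fell from 365 to 31, of which 27 were called in both. The scores of chow WT and chow KO do not overlap, so how far the clock shift carries the other genes also cannot be told apart. The OXPHOS list stayed lower, with a median of -0.45 in place of -0.41 (rotation p 0.000527). This fit carries the slope within groups over to a gap between the 2 chow groups. It therefore cannot exclude the clock shift as a cause of that difference.

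Of 11 genes with higher expression in male than female liver, 10 were called lower in WT on HFD (median -1.86, fry adjusted p 0.000879), 5 in KO (median -0.60), and the interaction was positive (median 1.26, 5 genes called, fry adjusted p 0.00236). Of 8 tested genes with higher expression in females, 4 were called higher in WT on HFD (median 0.79) and 0 in KO (median 0.34). The interaction, over 9 tested genes of this list, was not past the threshold (median -0.39, fry adjusted p 0.183). A difference between genotypes was therefore not shown for this list as a set, which does not speak for female-biased genes outside it. The list leaves out Cyp2a4, whose interaction was -5.98, and Cyp2b13. Female mice are argued against, since Xist reached at most 0.598 CPM and Ddx3y of the Y chromosome at least 33.2 CPM in the 16 libraries. The sex marker list had 1 gene called, higher in KO on HFD. Reads shared between paralogs are argued against too: over the 5 male-biased genes that share under 1% of their sequence, the median was -2.02 and the 5 were called. For the male-biased genes, a weaker male pattern of hormone signals to the liver in WT mice on HFD, and less so in KO mice, is a candidate explanation and was not tested beyond these values.

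Cfd, a gene of adipose tissue, was at 19.5 ± 8.23 CPM in HFD WT and at 0.811 to 1.5 CPM on average in the other groups. Adipoq, Plin1, Lep and Retn reached at most 0.488 CPM on average in HFD WT. They did not follow Cfd: HFD WT replicate 4 had the highest Cfd, 28.1 CPM, with Plin1 at 0.148 CPM and no count of Adipoq or Lep, while chow WT replicate 1 had the highest Adipoq, 1.59 CPM, with Cfd at 2.96 CPM. Adipose tissue is therefore unlikely to be the source of the higher Cfd in HFD WT. Traces of it in chow WT replicate 1 (Plin1 1.55 CPM) and HFD WT replicate 3 (Plin1 1.12 CPM, Adipoq 0.718 CPM) are not excluded. Car3 of the same list had group means of 2956 to 4201 CPM and single libraries from 2120 to 5440 CPM, a level of the liver itself. Of the 2 tested genes of this list, 1 was called higher in WT on HFD and 1 lower in KO on HFD. Transcription of Cfd in liver cells of WT mice on HFD may be the source.

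The other lists of markers gave few calls. The 5 Kupffer cell genes were tested in each of the 5 comparisons and had 0 calls. Of the skeletal muscle genes 1 was tested per comparison, of the exocrine pancreas genes 0 to 3, and of the kidney genes 0, so the lack of calls for these 3 lists says little or nothing. Blood cell genes had 4 of 5 called lower in KO on HFD (median -0.70). Cholangiocyte genes had 1 called higher in WT on HFD, 1 called lower in KO on HFD and 1 negative interaction (median -1.21), where Spp1 is also in the list of scar-associated macrophage markers. Marco, a Kupffer cell gene singled out after its values were seen, differed within the chow groups: it was at 3.03 CPM in chow WT replicate 1 and at 28.1 to 32.7 CPM in the other 3, and at 52.2 CPM in chow KO replicate 4 and at 3.96 to 6.40 CPM in the other 3. On HFD it reached at most 8.30 CPM. Clec4f ran from 66.2 to 92.5 CPM in the chow libraries and from 78.4 to 136 CPM on HFD. No explanation was tested for Marco.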
